A study of Macaca mulatta with 24 samples. Its data were reported in "Gene expression profiling in non-human primate jejunum, ileum and colon after total-body irradiation: a comparative study of segment-specific molecular and cellular responses" (2015).

How the data were processed

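Gene expression was measured in full-thickness jejunum of rhesus macaques that received total-body irradiation (TBI) or no irradiation. Each of the 24 arrays held RNA from 1 tissue sample. The labels place them in 7 groups: 4 unirradiated controls, labelled as day 4, and animals given TBI of 6.7 Gy or of 7.4 Gy and sampled on day 4 (4 and 4 arrays), day 7 (4 and 4) or day 12 (2 and 2). The arrays were 1-color Agilent rhesus macaque gene expression arrays, on which Cy3-labelled RNA is hybridized to DNA probes. They lay on 6 slides of 4 positions each and were scanned on 2 days.

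The deposited scanner files hold 1 intensity per spot. Per the file headers, the authors extracted them with Agilent Feature Extraction 11.0.1.1, which subtracts background and marks each spot that is well above background, saturated or non-uniform; the array grid was annotated on the genome build rheMac2. The authors also deposited a table of log2 values made in GeneSpring. Recomputed from the authors' table of raw signals, that log2 table was the log2 signal minus the array's 75th percentile, minus the median of each entry over the arrays. The largest deviation was 0.000222. Of the signals in the authors' raw table, 99.98% matched the scanner files within 0.001 on the log2 scale. No array pair held the same values, and the correlation between arrays over probes ran from 0.888 to 0.986. No probe value was saturated.

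Control spots were left out, and spots of the same probe were averaged. Non-uniform spots (33 to 336 per array) were dropped where another spot of the probe was left. This gave 43603 probes. The level of a probe was log2 of the background-corrected signal minus the array's 75th percentile. The 75th percentile of the signal lay between 504 and 1065 on the 24 arrays. A probe was tested if it was well above background on every array of at least 1 group, which held for 28171 probes (64.6%). Of these, 15760 were well above background on all 24 arrays. The number of arrays limits the precision of every value. No genome coordinates were used.

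Gene symbols came from the authors' table for 23674 probes. RefSeq accessions matched to the reference table of assembly T2T-MMU8v2.0 named 121 more, and 19808 probes carried no symbol. Of the 16094 distinct symbols the authors gave, 11787 (73.2%) were in that reference table, and the others kept the file's name. CXCL8 was read through its older symbol IL8. Where a symbol had several probes, the probe with the highest mean level over the 24 arrays stood for the gene, and the cases in which other probes behaved differently are given with the results.

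Each of the 6 irradiated groups was compared with control in limma 3.58.1 (lmFit and eBayes, R 4.3.3) on the arrays of those groups alone. The 3 comparisons of the doses on 1 day, the 4 comparisons of a later day with day 4 at 1 dose and the moderated F test of dose by day came from 1 model of the 7 groups on all 24 arrays. P values were adjusted by the Benjamini-Hochberg method over the 28171 probes. A probe was called at an adjusted p under 0.05 and a change of 2-fold or more, the limits the authors used. The methods' t-test with the same correction and limits was run beside it. For a probe not well above background on any array of a group, no change is given.

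Gene lists were tested with limma's camera at its preset correlation of 0.01 on 11903 symbols. The 20 lists against control in the 6 groups made 120 tests, adjusted together. The same lists were tested with fry and with camera at an estimated correlation. The lists held TNF and NF-kB targets, granulocyte adhesion and chemokines, interferon response, aryl hydrocarbon receptor targets, p53 targets, G2/M and mitosis, DNA replication, coagulation and fibrinolysis, tight junction, B cells, T cells, macrophages, erythroid cells, absorptive enterocytes, goblet cells, crypt base, smooth muscle, extracellular matrix and fibroblasts, distal small bowel and proximal small bowel. They were written from general knowledge with the study's subject in mind, some genes are in more than 1 list, and they are not independent of the study.

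The genes named below follow 3 rules. The first is a fixed list of 25 genes that the study's text names. The study chose them partly on these samples, so a count adjusted over the list alone is not independent evidence. Of these, 24 were on the array and 19 were tested; MMP7, CLDN8, IL1A, IL1B and CXCL17 were not tested, and CXCL16 had no probe. The second takes, in each group against control, the 2 called probes with a symbol that rose most and the 2 that fell most, among probes well above background on every array of both groups and with no overlap between the groups; for comparisons of days or doses it takes 1 of each. A gene that this rule selects is not reported here. The third takes the 2 members with the smallest p in the strongest comparison of each list. Groups, tests, rules and most alternatives were fixed before the data were examined.

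The alternatives were normexp background correction (offset 50) on the median spot signal, quantile normalization, a 75th percentile over the probes well above background on all arrays, the authors' table, no filter on dim probes, only probes well above background on all arrays, slide as a fixed or random block (correlation within a slide 0.156), position on the slide as a block at day 4, the replicate number as a block, 1 probe per gene, eBayes with trend and robust (trend alone for the lists), all arrays in 1 model, only the arrays of the groups compared, no fold limit, the methods' t-test, and each array left out in turn. The plan named the mean spot signal for normexp; the deposited scanner files do not hold it, so the median spot signal took its place. Scan day as a block, a common detection floor at -1.85 log2, leaving out every non-uniform spot, leaving out slide 5 and 3 other ways of correcting the methods' t-test were added after the data had been seen. Tested probes stayed the same when an array was left out, and where 1 array of a group was left it was assumed to vary like the others. The t-test and non-uniform spot settings have no values for lists or for the correlation between doses, and position could be a block only at day 4, since later groups share no position with control.

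The correlation of the log2 changes of the doses on 1 day was set against 100 draws of unchanged groups. In the first kind of draw, fixed beforehand, the control arrays were kept and the arrays of both doses were drawn around the control mean as measured. A second kind, added after the first was seen, drew them around a mean that differs from the measured one by the error of the control mean, which both doses then share. Both kinds assume that the noise of different probes is independent.

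The models were tested on simulated data in which 200 of 28171 probes were changed by 1.5 to 4 log2; smaller changes were not simulated. The simulated noise was independent between probes and of the same size on every array, with no slide effect. In the comparison with control, the share of changed probes recovered was 91.5% on day 4, 87.5% on day 7 and 66.5% on day 12 for 6.7 Gy, and 91.0%, 92.5% and 73.5% for 7.4 Gy. The share was 94.5%, 89.5% and 80.5% for the comparisons of the doses on days 4, 7 and 12. For later days against day 4 it was 95.0% and 85.0% after 6.7 Gy and 92.5% and 87.0% after 7.4 Gy, and for the F test 82.5%. Camera called 1 of 1 changed list and 0 of 19 unchanged lists. With independent noise, this cannot show how often camera calls unchanged lists of correlated genes. Tables were handled in the R package data.table (version 1.17.8), pandas 2.3.3 and numpy 2.4.6 (Python 3.11.15), and figures were drawn in matplotlib 3.10.9.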

Results

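Rhesus macaques were exposed to total-body irradiation (TBI) of 6.7 Gy or 7.4 Gy, and gene expression in the jejunum was measured on days 4, 7 and 12 after exposure. There were 4 unirradiated control arrays, 4 arrays per dose on day 4, 4 per dose on day 7 and 2 per dose on day 12. The labels give the control arrays day 4, so each later group was compared with controls of another day. Levels are log2 signal relative to the 75th percentile of the array.

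The arrays differed in how much they detected. The number of probes well above background ran from 17159 (39.4%) to 38226 (87.7%) of 43603 probes. The lowest signal that was well above background lay between 130 and 275 on the 4 arrays of slide 5 and between 40.6 and 83.0 on slide 4, against 7.03 to 31.8 on the other slides. Slide 5 held 1 array each of the day 4 groups of both doses and of the day 7 and day 12 groups after 7.4 Gy, and no control array. Over all probes tested, the first principal component held 17.0% of the variance, of which group accounted for 87.2% and slide for 7.25%. The second held 13.2%, of which slide accounted for 83.6% and group for 31.5%.

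**Figure D1:**
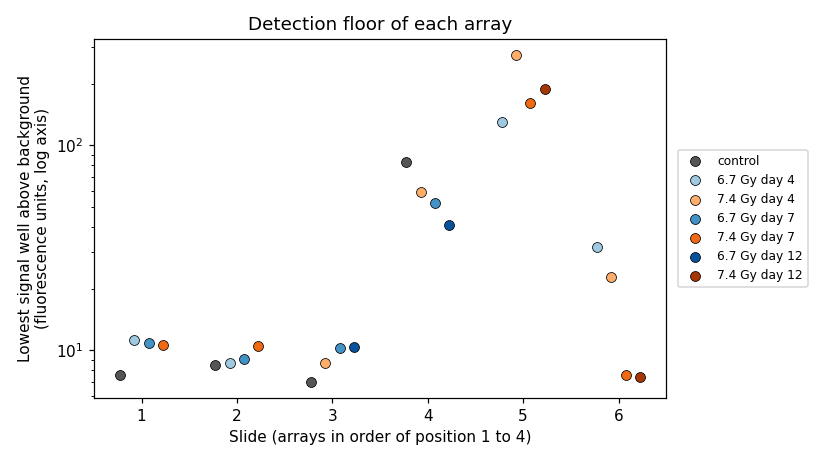
The lowest signal called well above background on each of the 24 arrays, on a log axis, by slide, with the 4 positions of a slide side by side and the groups in color. The 4 arrays of slide 5 lie between 130 and 275, above all arrays of the other slides.

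The first question was which transcripts differed from control after each dose and time. On day 4, limma called 559 probes after 6.7-Gy TBI, of which 353 were up-regulated and 206 down-regulated. After 7.4-Gy TBI it called 733, with 483 up-regulated and 250 down-regulated. These calls covered 309 and 390 distinct gene symbols. In both groups compared, 395 (70.7%) and 485 (66.2%) of the probes were well above background on every array. The methods' t-test with the same correction called 155 and 301. Position on the slide as a block gave 140 and 11, the largest move of any setting after 7.4 Gy. After 6.7 Gy the methods' t-test on all probes, a setting chosen later, lowered the count most, to 75. All controls lay at position 1, as did 2 of the 4 day 4 arrays after 6.7 Gy and 0 of the 4 after 7.4 Gy. Without control replicate 2 the counts were 235 and 295. Taking the 75th percentile over the probes detected on all arrays gave 809 calls after 7.4 Gy, with 615 up-regulated and 194 down-regulated (76.0% up-regulated against 65.9%).

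On day 7, limma called 18 probes after 6.7-Gy TBI, with 6 up-regulated and 12 down-regulated, and 81 after 7.4-Gy TBI, with 33 up-regulated and 48 down-regulated. Both counts depended on single arrays. After 6.7 Gy the count was 2 without replicate 1 of that group and 8 at most with any other array left out. After 7.4 Gy it was 11 without replicate 2 of that group and 229 without replicate 3. The balance of directions after 6.7 Gy depended on the setting. More probes were up-regulated than down-regulated on probes detected on all arrays (36 and 19), over a common floor (34 and 23), with slide as a fixed block (29 and 22) or a random block (55 and 33), with scan day as a block (27 and 17), in the model of all arrays (27 and 21), with trend and robust (29 and 24) and with 1 probe per gene (16 and 12). Under normexp the counts were 45 (22 up-regulated and 23 down-regulated) and 183 (65 up-regulated and 118 down-regulated). With no filter on dim probes they were 2 and 11, of which 9 were up-regulated and 2 down-regulated after 7.4 Gy. The methods' t-test called 0 and 21 probes. At an unadjusted p under 0.05 and 2-fold, limma had 440 and 836.

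On day 12, with 2 arrays per dose, limma called 2 probes after 6.7-Gy TBI and 1 after 7.4-Gy TBI. The methods' t-test called 0 and 0, and limma at an unadjusted p under 0.05 and 2-fold had 515 and 718. The 2 probes called after 6.7 Gy were those of FABP6 (A_01_P002750) and UGT3A1 (A_01_P009443), the latter with a rise of 5.23 log2 with a limma adjusted p of 0.00401. UGT3A1 was chosen for naming after its values were seen. It was well above background on 3 of 4 control arrays, and over the common floor, a setting chosen later, its rise was 3.30 log2, so the size is uncertain. The probe called after 7.4 Gy was MT2A (A_01_P012361). Under normexp, 6 probes were called after 6.7 Gy, 4 of them up-regulated and 2 down-regulated. The balance of directions depended on the setting. All arrays in 1 model gave 0 up-regulated and 5 down-regulated after 6.7 Gy, and 1 and 6 after 7.4 Gy. That model shared 0 calls with the main one at either dose. Over the common floor, a setting chosen later, there were 10 and 3 after 6.7 Gy, and 12 and 2 after 7.4 Gy. Leaving out replicate 2 of the 7.4-Gy group raised its count, but the single array then left in the group was that on slide 5. Leaving out control replicate 2 lowered the count to 0. Probes called on day 4 and not on a later day are not by that shown to differ between days.

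The second question was whether the doses differed. On day 4, 372 probes were called after both doses, all in the same direction, which is 50.8% of those called after 7.4 Gy. Without control replicate 2 the number called after both was 120. On day 7, 12 probes were called after both, and 2 without the array whose removal lowered it most; on day 12 there were 0. The log2 changes after the 2 doses had a correlation across probes of 0.86 on day 4, 0.69 on day 7 and 0.47 on day 12; probes are not independent replicates. Since both doses were set against the same controls, such a correlation lies above 0 with no effect. In 100 draws of unchanged groups that share the error of the control mean, it averaged 0.50, 0.50 and 0.33, with highest values of 0.53, 0.52 and 0.37. In 100 draws without that shared error it averaged -0.0025, 0.0017 and -5e-04. On day 12 the correlation was 0.28 without 7.4-Gy replicate 2, which left only the array on slide 5 in that group.

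Tested directly, 7.4-Gy against 6.7-Gy TBI gave 0 calls in limma on day 4, 0 on day 7 and 0 on day 12, with smallest adjusted p values of 1, 0.589 and 0.442. At an unadjusted p under 0.05 and 2-fold, limma had 78, 207 and 531 probes, and the methods' t-test with correction called 0, 0 and 0. In the simulated data the methods' t-test recovered 0% of changed probes on day 12, so its last count says nothing about the doses. Without 7.4-Gy day 12 replicate 2 the day 12 count rose, but that group then held only the array on slide 5, with its high detection floor. The limma F test of dose by day called 0 probes, with 893 at an unadjusted p under 0.05 and a smallest adjusted p of 1. Its count also rose without that replicate, with the same single array left, which cannot separate dose from slide. The methods' t-test has no such term. With all arrays and the main settings, no difference between the doses was therefore detected. Over the common floor, a setting chosen later, 1 probe was called on day 12. In simulated data with the same groups and changes of 1.5 to 4 log2, 94.5%, 89.5% and 80.5% of changed probes were recovered in the comparisons of doses. Smaller differences were not simulated. The simulation had no slide effect and no noisier arrays, so these shares may be too high for the real arrays.

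The third question was how expression moved between days after the same dose. After 6.7-Gy TBI, limma called 436 probes between day 7 and day 4 (224 higher and 212 lower on day 7) and 268 between day 12 and day 4 (118 higher and 150 lower). After 7.4-Gy TBI the counts were 463 (240 higher and 223 lower) and 681 (230 higher and 451 lower). The methods' t-test called 24, 0, 0 and 0, and limma on only the arrays of the compared groups called 149, 0, 12 and 4, so most of these calls rest on the spread shared by all 24 arrays. Of the probes called on day 4 against control, 182 were also called between day 7 and day 4 after 6.7 Gy and 144 after 7.4 Gy, all in the opposite direction; the day 4 arrays enter both comparisons. Among the genes with the largest changes measured on both sides were CYP2D6 (3.45 log2, day 7 after 6.7 Gy), CYBRD1 and CCL19 (2.30 and -3.63, day 12 after 6.7 Gy), S100G and GDF15 (2.96 and -2.27, day 7 after 7.4 Gy) and LOC706971 and DEFB2L (3.16 and -4.20, day 12 after 7.4 Gy).

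Single arrays and the scaling moved the comparisons of days. The count between day 7 and day 4 after 6.7 Gy was 169 without day 7 replicate 2 and 740 without day 7 replicate 4. Between day 12 and day 4 after 6.7 Gy it was 46 without day 12 replicate 2. After 7.4 Gy it was 184 without day 4 replicate 1 and 698 without day 4 replicate 4 for day 7, and for day 12 it was 18 without day 12 replicate 1 and 1237 without day 12 replicate 2. With the 75th percentile over probes detected on all arrays, the splits were 158 higher and 296 lower (day 7, 6.7 Gy), 87 and 210 (day 12, 6.7 Gy), 188 and 266 (day 7, 7.4 Gy) and 169 and 568 (day 12, 7.4 Gy). Normexp gave 219 higher and 275 lower for day 12 after 7.4 Gy.

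Of the 19 tested genes of the fixed list, limma called 5 on day 4, 1 on day 7 and 0 on day 12 in the 6.7-Gy animals and 7, 2 and 0 in the 7.4-Gy animals. Adjusted over the list alone, 11, 4 and 3 genes passed after 6.7 Gy and 8, 3 and 3 after 7.4 Gy. With no filter on dim probes the 6 comparisons gave 9 calls in place of 15, and with any 1 array left out between 12 and 17.

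EDA2R (A_01_P1740861), a receptor of the TNF receptor family, rose from -2.85 ± 0.25 (SD, n = 4) in controls to 0.83 ± 0.30 (SD, n = 4) on day 4 after 6.7 Gy, a change of 3.68 log2 ± 0.20 (SE) with a limma adjusted p of 0.00045. After 7.4 Gy it reached 0.97 ± 0.31 (SD, n = 4), a 14.2-fold rise with an adjusted p of 0.000346. All 8 irradiated arrays lay above all controls. On day 7 it was 6.48-fold up-regulated after 7.4 Gy (adjusted p of 0.0142), a call lost when any of 4 arrays was left out, for instance 7.4-Gy day 7 replicate 2 (2.79 log2 without it). After 6.7 Gy the day 7 rise of 2.24 log2 had an adjusted p of 0.0527, and it was called at 2.57 log2 without replicate 2. Of 26 settings, arrays left out included, 10 called this rise and 16 did not. On day 12 the rises of 1.59 and 2.00 log2 were not called (adjusted p of 0.156 and 0.126).

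Among matrix metalloproteinases, MMP2 (A_01_P011255) was up-regulated on day 4 by 1.31 log2 ± 0.18 (SE) after 6.7 Gy and 1.52 ± 0.17 (SE) after 7.4 Gy, with limma adjusted p values of 0.0109 and 0.00442. MMP12 (A_01_P012226) rose 18.0-fold and 20.6-fold (adjusted p of 0.0033 and 0.0101); it was well above background on 3 of 4 control arrays, and the size of its rise depended on the floor. Over a common floor, a setting chosen later, MMP12 rose by 1.16 and 1.51 log2 and was not called after 6.7 Gy; under normexp it rose by 2.81 and 3.06. MMP3 rose 2.16-fold and 2.13-fold with adjusted p values of 0.145 and 0.226 and was not called. MMP9 was not called in any of the 6 groups. MMP7 was well above background on 0 of 4 control arrays and on only 1 of 4 day 4 arrays of each dose, so no change is given for it.

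The lipocalin LCN15 (A_01_P005398) rose 16.8-fold and 25.5-fold on day 4 (limma adjusted p of 0.0136 and 0.0036), with 3 of 4 control arrays well above background. LCN15 rose by 1.89 and 2.495 log2 over the common floor and stayed called. The probes of LCN2 disagreed: the brightest (A_01_P014164) changed by -0.44 log2 on day 4 after 7.4 Gy and was not called, and A_01_P1701011 rose by 3.10 log2. After 6.7 Gy the brightest changed by 0.11 log2 and was not called, and LCN2 probe A_01_P1701011 rose by 3.53 log2 and was called. The chemokine CXCL8 (A_01_P1688071) rose 7.11-fold on day 4 after 7.4 Gy, with an adjusted p of 0.0199 and 3 of 4 control arrays well above background. That call was lost without control replicate 1 (2.77 log2), control replicate 2 (2.94) or day 4 replicate 1 (2.73), and with position as a block the change was -0.16 log2. After 6.7 Gy CXCL8 rose by 2.33 log2 with an adjusted p of 0.182 and was called at 3.26 log2 without replicate 1. CCL11 (A_01_P1671891) rose 4.32-fold on day 4 after 7.4 Gy (adjusted p of 0.0325); the call was lost when any of 6 of the 8 arrays was left out, with changes down to 1.80 log2. After 6.7 Gy it rose by 1.35 log2 with an adjusted p of 0.144. TNF rose by 1.00 and 1.39 log2 on day 4 (adjusted p of 0.118 and 0.124) and was not called. CLDN2, CLDN3, CLDN4, CLDN7, ITM2A and GALC were not called in any group. CCL23 was not called with all arrays and was called on day 4 after 6.7 Gy without control replicate 4 (3.22 log2).

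The hemoglobin gene HBB (A_01_P1671806) was down-regulated by limma on days 4 and 7. Its log2 change was -6.92 and -8.17 on days 4 and 7 after 6.7 Gy (adjusted p of 0.00142 and 0.00464) and -6.38 and -8.62 after 7.4 Gy (0.0036 and 0.00149). It was well above background on all 4 control arrays but on only 3 and 2 of 4 irradiated arrays after 6.7 Gy and 1 and 2 of 4 after 7.4 Gy, so the sizes of these falls are uncertain. The brightest HBA2 probe was not called in any group, whereas A_01_P1670786 of the same gene changed by -3.95 and -3.97 log2 on days 4 and 7 after 6.7 Gy (adjusted p of 0.00481 and 0.0257). The same HBA2 probe changed by -4.19 and -4.27 log2 on days 4 and 7 after 7.4 Gy and was called. The day 7 call of this probe after 6.7 Gy was lost when any of 5 of the 8 arrays was left out, with changes between -4.27 and -3.59.

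**Figure D2:**
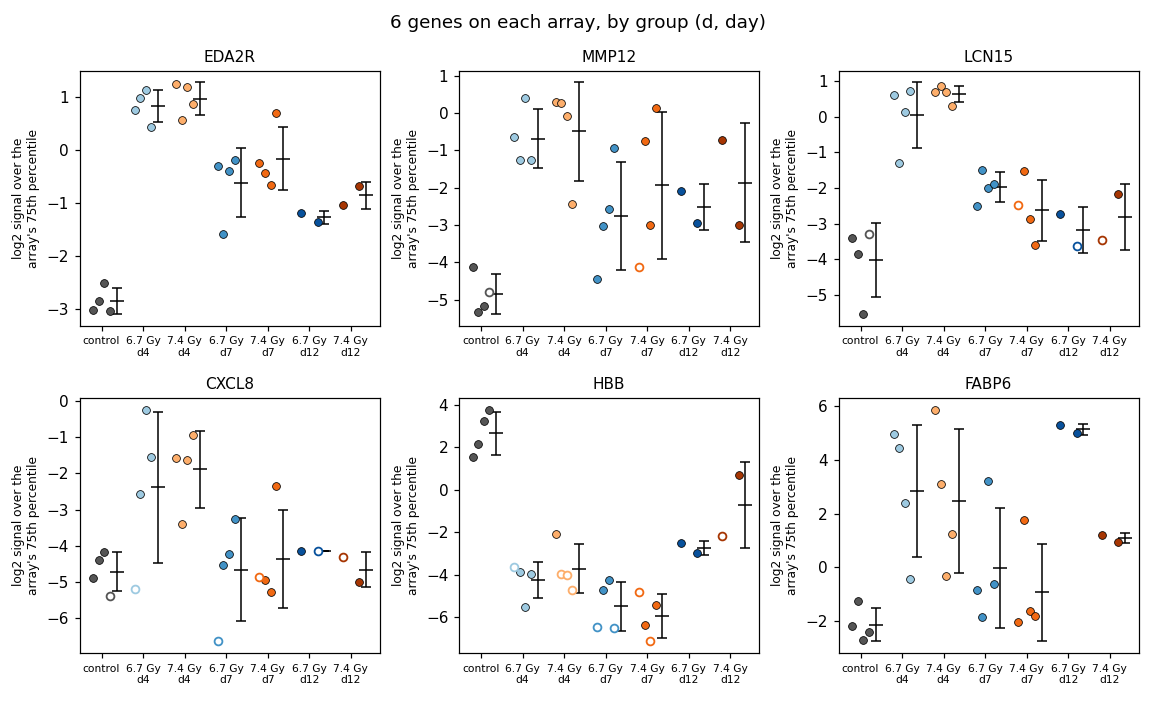
Log2 signal relative to the array's 75th percentile for EDA2R, MMP12, LCN15, CXCL8, HBB and FABP6 on each array, by group, with the mean and SD as a bar. Filled points are well above background and open points are not; EDA2R on day 4 lies above all 4 controls after both doses, while most of the lowest HBB points are open.

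Among called probes measured on every array of both groups, a rule that leaves out MMP12, LCN15 and HBB, the largest rises on day 4 after 6.7 Gy were in FABP6 (A_01_P002750), an ileal bile acid binding protein, by 4.97 log2 ± 1.04 (SE), and GDF15 (A_01_P016695), by 4.00 log2 ± 0.24 (SE). The limma adjusted p values were 0.0381 and 0.000721. FABP6 spread widely, at 2.84 ± 2.45 (SD, n = 4) against -2.13 ± 0.63 (SD, n = 4), and its call was lost when any of 7 of the 8 arrays was left out, with changes between 4.26 and 6.07. On day 12 after 6.7 Gy it rose 155-fold (adjusted p of 0.00401), a call lost without either day 12 array (7.14 and 7.42 log2). The largest fall on day 4 after 6.7 Gy was in CYP1A1 (A_01_P012198), by -7.91 log2 ± 0.64 (SE) with an adjusted p of 0.00142.

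On day 4 after 7.4 Gy the rises named by the same rule, among called probes measured on every array of both groups, were in CST6 (A_01_P012583), 19.7-fold, and MT2A (A_01_P012361), 17.0-fold, with limma adjusted p values of 0.00811 and 0.0127. The falls named by it were in S100G (-3.76 log2, adjusted p of 0.0101) and ADA (-3.40 log2, 0.0196). The call of ADA was lost without day 4 replicate 1 (-3.34) or 2 (-3.24). Metallothionein genes were among the rises it named on day 7 and on day 12 after 7.4 Gy. On day 7 after 7.4 Gy, MT2A (A_01_P012361) rose by 3.69 log2 ± 0.18 (SE) and MT4 by 3.64 ± 0.31 (SE), with adjusted p values of 0.000182 and 0.00362. On day 7 after 6.7 Gy, MT2A (A_01_P1833821) rose by 2.81 log2 and MT1E by 2.80 (0.049 and 0.0494); both calls were lost when any of 7 of the 8 arrays was left out, with changes between 2.52 and 3.10. On day 12 after 7.4 Gy, MT2A (A_01_P012361) rose by 3.49 log2 (0.0321), a call lost without any of 4 of the 6 arrays, with changes between 3.33 and 3.64. Metallothionein genes are close in sequence, and which of them a probe measured was not tested. The falls named on day 7 were SERPINA2 after 6.7 Gy (-3.16 log2, 0.044) and CIDEC (-2.43, 0.0389) and LOC721689 (-1.79, 0.0444) after 7.4 Gy; leaving out any of 6 or 7 of the 8 arrays lost each of these calls, with changes from -3.49 to -2.85, -2.65 to -2.11 and -1.94 to -1.58.

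Camera with its preset correlation called 62 of 120 gene list tests, 44 upward and 18 downward. These calls are weak evidence. Fry called 31, of which 28 were among the 62, and camera with an estimated correlation called 0. When the 8 arrays of a comparison were divided in other ways, camera also called lists, with medians of 4 lists on days 4 and 7 after 6.7 Gy and of 7 and 5 after 7.4 Gy, against 12, 9, 12 and 10 in the real division. With each array left out in turn, 35 of the 62 calls were kept throughout and 27 were lost at least once. Fry alone called aryl hydrocarbon receptor targets downward on day 4 after 6.7 Gy, with a median of -0.32 log2 and a fry adjusted p of 0.0189. It alone called the proximal small bowel list downward on day 4 after 7.4 Gy (0.0406) and granulocyte adhesion upward on day 12 after 6.7 Gy (0.0258).

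**Figure D3:**
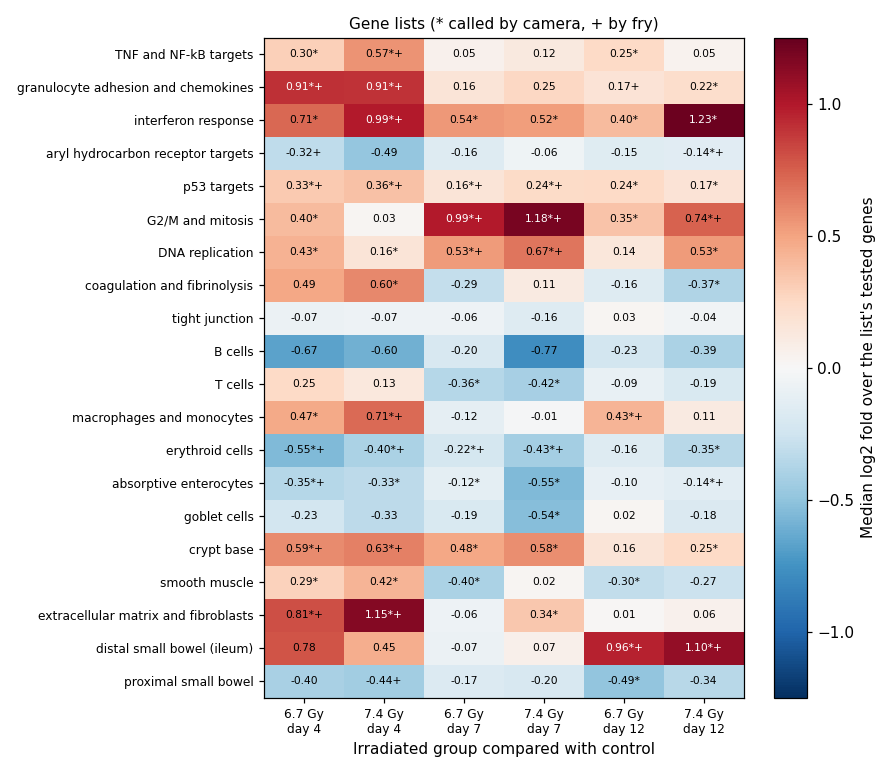
Median log2 change against control of the tested members of each of the 20 gene lists in the 6 irradiated groups, as a color scale. An asterisk marks a camera call and a plus sign a fry call; extracellular matrix on day 4 (0.81 and 1.15) and G2/M and mitosis on day 7 (0.99 and 1.18) are marked by both.

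On day 4, limma's camera and fry both called the following lists. Extracellular matrix and fibroblasts had a median change of 0.81 log2 after 6.7 Gy and 1.15 after 7.4 Gy, with 16 of 17 genes up-regulated in each and camera adjusted p values of 8.56e-08 and 6.73e-10; VCAN rose 3.04-fold after 7.4 Gy. Granulocyte adhesion and chemokines rose by medians of 0.91 and 0.91 log2 (7.84e-06 and 6.03e-07), with CCL19 up-regulated 12.8-fold and CCL2 6.36-fold after 7.4 Gy. p53 targets rose by 0.33 and 0.37 log2 (5.76e-05 and 3.35e-05), and among them DDB2 rose 6.79-fold after 7.4 Gy. Camera called this list in the 4 later groups too, and fry called it on day 7 after both doses (0.0188 and 0.0189). In 3 of the 4 later groups single arrays decided the camera call. The unadjusted p was 0.0561 without replicate 2 on day 12 after 6.7 Gy and 0.0482 without replicate 3 on day 7 after 7.4 Gy, and 3 arrays did so on day 12 after 7.4 Gy. Crypt base genes rose by 0.59 and 0.63 log2 (8.57e-05 and 0.000157); EPHB3 rose 3.69-fold after 6.7 Gy. Erythroid genes, with 4 tested members, fell by 0.55 and 0.40 log2 (0.0195 and 0.0455); after 7.4 Gy the camera call was lost without any of 4 of the 8 arrays.

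Camera also called some of these lists later. Crypt base genes were called upward on day 7 after both doses (limma's camera adjusted p of 0.0046 and 0.000331) and on day 12 after 7.4 Gy (0.0212), where the call was lost without either of 2 arrays. Erythroid genes were called downward on day 7 (0.00652 and 0.0331, fry 0.00433 and 0.00181) and on day 12 after 7.4 Gy (0.0366). The erythroid calls after 7.4 Gy were lost without any of 3 arrays on day 7 and either of 2 on day 12. Extracellular matrix was called upward on day 7 after 7.4 Gy (0.0137), a call lost without either of 2 arrays, and granulocyte adhesion on day 12 after 7.4 Gy (0.0216), a call lost without any of 3.

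Other lists were called by camera on day 4 after both doses and by fry on day 4 after the higher dose alone. Differences between doses or days were not tested for lists. For TNF and NF-kB targets the median change was 0.30 log2 after 6.7 Gy, with 23 of 34 genes up-regulated, and 0.57 after 7.4 Gy, with 26 of 34 (limma's camera adjusted p of 0.000258 and 1.63e-05, fry 0.15 and 0.0134). IER3, a target, rose 3.51-fold after 7.4 Gy. The list was called by camera on day 12 after 6.7 Gy (0.00708), a call lost without day 12 replicate 1 (unadjusted camera p of 0.0733 without it), and not on day 7 (0.716 and 0.488) or on day 12 after 7.4 Gy (0.146). Interferon response was called by camera in all 6 groups, most strongly on day 12 after 7.4 Gy (1.23 log2, 1.06e-09), but by fry only on day 4 after 7.4 Gy (0.0292). The call on day 7 after 6.7 Gy was lost without replicate 2 (unadjusted camera p of 0.0292 without it), and those on day 12 after 6.7 Gy and day 7 after 7.4 Gy without either of 2 arrays. Its 2 strongest members on day 12, CXCL10 (2.77 log2) and MX1 (1.11), had limma adjusted p values of 0.426 and 0.509. Macrophage and monocyte genes rose on day 4 (0.00178 and 5.31e-06) and on day 12 after 6.7 Gy (0.00512, fry 0.046), with TLR4 and CD14 up-regulated 2.23-fold and 2.38-fold on day 4 after 7.4 Gy.

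G2/M and mitosis genes rose on day 7 by a median of 0.99 log2 after 6.7 Gy, with 33 of 33 genes up-regulated, and 1.18 after 7.4 Gy, with 32 of 33. Limma's camera gave adjusted p values of 8.09e-27 and 7.31e-25 and fry 0.0126 and 0.00975. The strongest members, AURKA (1.29 log2) and CENPE (1.11 log2) after 6.7 Gy, each had a limma adjusted p of 0.0527. Camera also called the list on day 4 after 6.7 Gy (0.000433), on day 12 after 6.7 Gy (5.67e-05, lost without day 12 replicate 2, with an unadjusted p of 0.166) and on day 12 after 7.4 Gy (2.16e-16); on day 4 after 7.4 Gy it did not (0.766), where the median was 0.03 and the mean -0.01. Fry also called G2/M and mitosis on day 12 after 7.4 Gy (0.0368). DNA replication genes were called by camera on day 7 (4.78e-10 and 2.08e-09, fry 0.0368 and 0.0346). Camera also called them on day 4 (1.1e-05 and 0.0347) and on day 12 after 7.4 Gy (3.34e-09). The day 4 call after 7.4 Gy was lost without any of 4 of the 8 arrays. TYMS and RFC5 rose by 1.36 and 0.81 log2 on day 7 after 6.7 Gy (0.12 and 0.134). Absorptive enterocyte genes fell most on day 7 after 7.4 Gy, by a median of 0.55 log2 with 0 of 22 genes up-regulated (8.56e-08), and were called in every other group except day 12 after 6.7 Gy (0.159). Fry called that list on day 4 after 6.7 Gy (0.0314) and on day 12 after 7.4 Gy (0.0431). The enterocyte call was lost on day 4 after 7.4 Gy without replicate 4 (unadjusted p of 0.054), on day 12 after 7.4 Gy without replicate 2 (0.0509) and on day 7 after 6.7 Gy without any of 4 arrays.

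The distal small bowel list, which holds FABP6, rose on day 12 by 0.96 log2 after 6.7 Gy with 7 of 7 genes up-regulated and by 1.1 after 7.4 Gy with 6 of 7; camera gave adjusted p values of 4.37e-09 and 0.000557 in limma, and fry 0.00835 and 0.0368. The proximal list fell on day 12 after 6.7 Gy (0.0216), a call lost without any of 3 arrays. Coagulation and fibrinolysis genes rose on day 4 after 7.4 Gy (0.60 log2, 0.0182) and fell on day 12 after 7.4 Gy (-0.37, 0.0209); the first call was lost without day 4 replicate 1 (unadjusted p of 0.0273 without it) and the other without either day 12 array, and fry called neither. A2M and PROS1 rose 3.02-fold and 2.09-fold on day 4 after 7.4 Gy. Smooth muscle genes rose on day 4 (0.0158 and 0.00224) and fell on days 7 and 12 after 6.7 Gy (0.0046 and 0.0046), none of them called by fry. The day 12 call was lost without control replicate 4 (unadjusted p of 0.0782), and those on day 4 and day 7 after 6.7 Gy without any of 3 and 2 arrays. T cell genes fell on day 7 (0.0132 and 0.0177) and goblet cell genes on day 7 after 7.4 Gy (0.0165), without a fry call. The T cell call after 6.7 Gy was lost without day 7 replicate 3 (unadjusted p of 0.0352) and the goblet cell call without either of 2 arrays. Aryl hydrocarbon receptor targets fell on day 12 after 7.4 Gy (0.0481, fry 0.0216), a camera call lost without any of 4 arrays. The tight junction list (smallest camera adjusted p of 0.0595) and the B cell list (0.209) were not called in any group. The other members named by rule, CLDN4, PARD3, CD79B, CXCR5, CCR7, CD27, TREH, ANPEP, ST6GALNAC1, ATOH1, ZNRF3, ACTA2, FLNA, GUCA2A, ONECUT2, LRAT and CYP1A1 on day 12 after 7.4 Gy, were not called in the comparison in which their list was strongest. Median and mean differed in sign for the distal list on day 7 (-0.07 and 0.31 after 6.7 Gy, 0.07 and -0.07 after 7.4 Gy), coagulation (-0.16 and 0.01 on day 12 after 6.7 Gy, 0.11 and -0.05 on day 7 after 7.4 Gy) and macrophages on day 7 after 7.4 Gy (-0.01 and 0.04). They also did so for tight junction (0.03 and -0.02) and extracellular matrix (0.01 and -0.02) on day 12 after 6.7 Gy. Median and test differed for tight junction on day 12 and smooth muscle on day 7 after 7.4 Gy (-0.04 with an upward test and 0.02 with a downward one).

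Slide and scan day were examined as batches. Arrays on the same slide from different groups had deviations from their group means that correlated at 0.149 on average over 36 pairs, against -0.026 for arrays on different slides. With slide as a fixed block, limma called 849 and 790 probes on day 4, of which 448 and 526 were among the 559 and 733 called without it. Slides 1 to 4 each held a control array and a day 7 array after 6.7 Gy with the same replicate number. Paired in this way by slide, limma called 1 probe on day 7 after 6.7 Gy in place of 18. In the other comparisons no arrays with the same number shared a slide.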

Values the study reported

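The study reported, for jejunum on day 4, 767 differentially expressed genes after 6.7-Gy TBI (478 up and 289 down) and 638 after 7.4-Gy TBI (456 up and 182 down). For day 7 it gave 561 after 6.7 Gy (206 up and 355 down) and 417 after 7.4 Gy (162 up and 255 down). For day 12 it gave 409 after 6.7 Gy (155 up and 254 down) and 488 after 7.4 Gy (248 up and 240 down). It stated that CXCL8 was raised 7-fold in jejunum after the higher dose.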

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

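The tests of the detection floor, slide, single arrays, peculiar controls, slide 5, outlying values, noise and FABP6, and the other divisions of the arrays for the comparisons of doses and those by slide, were chosen only after the result was seen; the remaining divisions of the arrays and the tests of position on the slide were chosen before.

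In some groups of 4 arrays, 1 array lay far from the other 3, measured as the gap to the nearest array over the range of the group. Among genes, the gaps were 0.855 for EDA2R (6.7 Gy day 7 replicate 2, at -1.59 against -0.38 to -0.18), 0.923 for MMP3 (6.7 Gy day 4 replicate 3, 0.25 against -1.32 to -1.20), 0.855 for MMP12 (7.4 Gy day 4 replicate 4, -2.45 against -0.09 to 0.31) and 0.882 for LCN2 (6.7 Gy day 7 replicate 4, 4.23 against 4.02 to 4.04). They were 0.84 for CLDN2 (6.7 Gy day 4 replicate 1, 1.63 against 2.93 to 3.17), 0.854 for CXCL8 (7.4 Gy day 7 replicate 4, -2.36 against -5.28 to -4.86), 0.845 for HBB (6.7 Gy day 4 replicate 3, -5.52 against -3.95 to -3.66) and 0.89 for FABP6 (7.4 Gy day 7 replicate 2, 1.78 against -2.05 to -1.63). The last ones were 0.97 for GDF15 (7.4 Gy day 4 replicate 2, 4.44 against 3.96 to 3.97), 0.889 for MT1E (control replicate 3, 3.86 against 2.64 to 2.77), 0.856 for CST6 (control replicate 1, -0.31 against -2.82 to -2.46) and 0.912 for ADA (7.4 Gy day 7 replicate 3, 3.52 against -0.93 to -0.54).

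The number of probes well above background also stood apart on control replicate 4, with 22347 against 36143 to 38226 (0.869), and on 7.4 Gy day 7 replicate 1, with 20360 against 34838 to 37167 (0.861). Those arrays lie on slides 4 and 5, where the lowest signal well above background was higher on every array. In all, 14 of 175 groups of values were outlying, which is 8%. About 1 in 20 is what chance gives, and an exact binomial test against that share gave p = 0.0571 (two-sided). The test takes the groups of values as independent. They come from 35 measures on the same arrays, so it cannot decide whether chance gave them. Of the 14, 2 lay on slide 5, which is 14.3% where 15% of the arrays tested are on it, so poor arrays on slide 5 cannot be told apart from no effect of that slide with so few values. Differences between animals remain open and untested.

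The spread of the negative control spots, a measure of noise outside the gene probes, was above that of every control array (highest 17.1) on 4 arrays: 6.7 Gy day 4 replicate 1 (18.4), 7.4 Gy day 4 replicate 3 (24.7), 7.4 Gy day 7 replicate 1 (29.1) and 7.4 Gy day 12 replicate 1 (17.2). They belong to 4 groups, and 4 of the 4 noisiest arrays were those of slide 5. A technical effect of slide 5 is a candidate explanation, found and tested on the same data. Negative control spots are meant to bind no sample RNA, and no biological explanation was tested.

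Expression differed between days at both doses. Between day 7 and day 4 after 6.7 Gy there were 436 calls, among them CYP2D6 (3.45 log2, limma adjusted p of 0.0281, higher in 4 of 4 arrays). Between day 12 and day 4 after 6.7 Gy there were 268, among them CYBRD1 (2.30, 0.0242, 2 of 2) and CCL19 (-3.63, 0.0386, 2 of 2). After 7.4 Gy there were 463 on day 7, among them S100G (2.96, 0.00844, 4 of 4) and GDF15 (-2.27, 0.00161, 4 of 4), and 681 on day 12, among them LOC706971 (3.16, 0.0185, 2 of 2) and DEFB2L (-4.20, 0.046, 2 of 2). Leaving out single arrays lost the calls of CYP2D6 (5 of 8 arrays, 3.07 to 3.93), CYBRD1 (3 of 6, 1.84 to 2.75), CCL19 (4 of 6, -5.14 to -2.12), DEFB2L (5 of 6, -7.39 to -1.0) and LOC706971 (3.19 without 7.4 Gy day 12 replicate 1). The call of LOC706971 was lost in 8 of 26 settings, and its other probes changed by 0.15 log2 (A_01_P1727366, not called) and 2.07 log2 (A_01_P1727371, called). S100G and GDF15 stayed called with any 1 array left out.

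A detection floor that differs between slides is argued against as the whole cause of these differences. On probes well above background on all arrays there were 293 and 233 calls for days 7 and 12 at 6.7 Gy, and 352 and 398 at 7.4 Gy. Of these, 237, 144, 290 and 323 were among the calls over all tested probes. Slide as a batch is argued against as the whole cause of 3 of them, since with slide as a block there were 928, 633 and 381 calls, the last for day 7 at 7.4 Gy. The weight of single arrays on slide 5 stays open for that last one. Leaving out both of its arrays on slide 5 gave 70 calls, where leaving out 1 array of each group in the other 15 ways gave 66 to 983, with a median of 275, so this pair cannot be told apart from the others with so few arrays. For day 12 after 7.4 Gy the block left 148, and slide and day cannot be told apart there, because the group has only 2 arrays. On the probes detected on all arrays, that comparison had 37 calls without the array on slide 5 and 233 without the other array. The array on slide 5 may thus account for much of the count, as a hypothesis found on these data; over all tested probes, leaving out 7.4 Gy day 12 replicate 1 (the array on slide 5) gave 18 calls and leaving out replicate 2 gave 1237. Of the 35 divisions of the 8 arrays, 1 gave as many calls between day 7 and day 4 after each dose, the real one, so chance can be excluded for both where arrays of 1 slide are taken as independent; the highest other count was 2 after 6.7 Gy and 96 after 7.4 Gy. Among the 12 divisions that keep apart the arrays of the 2 slides shared, 1 reached the count in each case, and 12 cannot give a share under 0.05. With 4 against 2 arrays the divisions were not counted for day 12. A change with time after exposure remains open as a biological explanation. The arrays also differ in position between days, which the design does not separate.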

How the results depend on the processing

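The settings of scan day as a block, a common detection floor, non-uniform spots left out, slide 5 left out and the methods' t-test with 3 other corrections were chosen after the results had been seen; all others were chosen beforehand. Over all alternatives other than leaving out an array, single genes stayed on their side of the threshold in 2362 values, lost the call in 163, gained it in 23 and reversed in 2. Values that stayed uncalled are among those kept, and of 114 tests of fixed list genes only 15 were called. Kept values did not all keep their direction: TNF on day 12 after 7.4 Gy ran from -0.494 to 0.494 over 22 settings, arrays left out included, all counted as kept. Gene lists stayed on their side of the threshold in 1354 values, not always in the same direction, lost the call in 164 and gained it in 30. Counts and correlations stayed within their limits (1.5 times for a count) in 209 and moved past them in 153. After 6.7 Gy on day 7, down-regulated probes outnumbered up-regulated ones with all arrays (12 and 6), and 8 settings other than leaving out an array turned this around. Where no cause is given below, the cause was not tested.

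The day 4 counts of 559 (6.7 Gy) and 733 (7.4 Gy) kept within 1.5 times under quantile normalization, normexp, the other percentile, the authors' table and the restriction to probes detected on all arrays. Of these calls, quantile normalization shared 509 and 546, normexp 357 and 475, and the authors' values 558 and 730. The rise of EDA2R on day 4 was called under all 27 settings, arrays left out included, with changes of 2.68 to 3.82 log2 after 6.7 Gy and 2.82 to 3.96 after 7.4 Gy. MMP12 lost its call in 1 and 3 of 26 settings (1.16 to 4.97 and 1.51 to 5.02 log2), MMP2 in 3 and 1 of 27, and LCN15 in 4 and 1 of 26 (1.89 to 4.52 and 2.495 to 4.92 log2). CXCL8 after 7.4 Gy lost it in 10 of 27 and reversed in 1, and CCL11 lost it in 12 of 27.

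Background and scaling mattered on later days. Normexp gave 45 (6.7 Gy day 7), 6 (6.7 Gy day 12) and 183 (7.4 Gy day 7) calls, 275 between day 7 and day 4 after 6.7 Gy, 27 probes called after both doses on day 7 and a correlation between doses of 0.567 on day 12. Quantile normalization gave 0 calls on day 12 after 7.4 Gy and correlations of 0.815 on day 4 and 0.370 on day 12. Leaving out every non-uniform spot gave 0 calls on day 12 after 7.4 Gy.

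The filter on signal over background moved the number of calls, not always in the same direction. Restricted to probes detected on all arrays, the day 4 counts against control fell to 381 and 500, while the day 7 counts rose. With no filter on dim probes, more probes share the correction: on days 4, 7 and 12 there were 101, 2 and 0 calls after 6.7 Gy and 97, 11 and 0 after 7.4 Gy. Between days there were 248 and 96 (6.7 Gy) and 261 and 234 (7.4 Gy), the fixed list had 9 calls, 38 and 1 probes were called after both doses on days 4 and 7, and the correlations were 0.816 and 0.623. That setting also moved the median of all probes by 0.15 log2 on day 12 after 7.4 Gy. On probes detected on all arrays, fewer are tested: there were 55, 4, 204 and 13 calls on days 7 and 12 at 6.7 Gy and then at 7.4 Gy, 398 between day 12 and day 4 after 7.4 Gy, 40 and 3 called after both doses on days 7 and 12, correlations of 0.890, 0.740 and 0.579, and 8 fixed list calls. The common floor gave 57, 13, 209 and 14 calls in the same 4 groups, 1 between doses on day 12, 40 and 6 called after both doses, and correlations of 0.890, 0.741 and 0.578.

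With slide as a fixed block there were 849 calls on day 4 after 6.7 Gy, 51 and 7 on days 7 and 12, and 323 and 0 on days 7 and 12 after 7.4 Gy. Between days the block gave 928 and 633 after 6.7 Gy and 148 for day 12 after 7.4 Gy. As a random block, slide gave 88, 13, 448 and 3 calls on days 7 and 12 of the 2 doses, and 658 and 474 between days after 6.7 Gy. Scan day as a block gave 44, 14, 165 and 0 in those 4 groups and 243 between day 12 and day 4 after 7.4 Gy. Position as a block gave 140 and 11 calls on day 4, and the change of CXCL8 after 7.4 Gy became -0.16 log2. Every control array is at position 1, so this block removes most of the comparison after 7.4 Gy by construction. Without slide 5 there were 25 and 0 calls on days 7 and 12 after 7.4 Gy, 3 between doses on day 12, 67 and 11 between days after 7.4 Gy and 3 in the F test, with fewer arrays.

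The replicate numbers do not pair the arrays in general. With 3 or more pairs, no comparison had a correlation of deviations over 0.1 in every pair, and same-numbered arrays on different slides correlated at 0.001 on average. Control and 6.7 Gy day 7 arrays of the same number did share slides, with correlations of 0.095 to 0.238, so for them this block is a pairing by slide. The replicate block, which costs degrees of freedom, gave 93, 1 and 0 calls after 6.7 Gy, 129, 3 and 0 after 7.4 Gy, 128 and 238 between day 12 and day 4, and 8 fixed list calls.

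The choice of model moved the small counts. With 1 probe per gene, 303, 28, 388, 46 and 0 genes were called (days 4 and 7 after 6.7 Gy, days 4, 7 and 12 after 7.4 Gy), and between days 232 and 129 (6.7 Gy) and 217 and 387 (7.4 Gy), since fewer probes were tested. Trend and robust gave 53, 10, 231 and 10 calls on days 7 and 12, first at 6.7 Gy and then at 7.4 Gy, and all arrays in 1 model gave 48, 5, 366 and 7. On only the groups compared, limma called 149, 0, 12 and 4 between days. With no fold limit there were 1018 and 1515 calls on day 4, 1217 between day 7 and day 4 after 6.7 Gy, and 1343 and 1057 between days after 7.4 Gy. The other LCN2 probe (A_01_P1701011) changed by 3.10 log2 on day 4 after 7.4 Gy where the brightest fell, and by 3.53 after 6.7 Gy.

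The methods' t-test called 155, 0 and 0 probes after 6.7 Gy and 301, 21 and 0 after 7.4 Gy, and 24, 0, 0 and 0 between days. On all probes it called 75, 0, 0, 172, 5 and 0, and 0, 0, 0 and 0 between days. With no correction on all probes it had 1077, 560, 409, 1343, 788 and 488, with 44, 235 and 142 between doses and 1160, 1168, 732 and 1105 between days. Corrected over the probes past 2-fold alone, it called 204 and 0 on days 7 and 12 after 6.7 Gy, 417 and 0 after 7.4 Gy, 1, 3 and 1 between doses, and 97 (day 12 after 6.7 Gy), 28 and 34 (7.4 Gy) between days. That last correction selects probes by the size of the change before adjusting and does not hold the false discovery rate.

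Camera called between 49 and 63 lists under the other settings of scaling, filter and block, fry called 31, and camera with an estimated correlation called 0. The counts with an array left out ran as follows. The highest for day 12 after 7.4 Gy, for the doses on day 12 and for the F test came without 7.4-Gy day 12 replicate 2. That group then held only the array on slide 5. Against control they were 235 to 614, 2 to 8 and 2 to 3 after 6.7 Gy, and 295 to 653, 11 to 229 and 0 to 449 after 7.4 Gy. Between doses they were 0 to 0 on day 4, 0 to 0 on day 7 and 0 to 362 on day 12, and 0 to 90 in the F test. Between days they were 169 to 740 and 46 to 273 after 6.7 Gy, and 184 to 698 and 18 to 1237 after 7.4 Gy. The correlation between doses ran from 0.812 to 0.871, 0.608 to 0.724 and 0.279 to 0.566, with 120 to 394, 2 to 14 and 0 to 1 probes called after both. List calls ran from 51 to 65 and fixed list calls from 12 to 17. The settings of non-uniform spots and of the t-test give no list or correlation values, no fold limit gives none for the F test or the fixed list, and position could be a block only on day 4.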

Other observations

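The tests of the detection floor, slide, single arrays, peculiar controls, position as the whole cause after 6.7 Gy and FABP6, the divisions within slides, the other divisions of the arrays for the comparisons of doses, and the other corrections of the methods' t-test were chosen only after the result was seen; the remaining divisions of the arrays and the other tests of position were chosen before.

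How often other divisions of the same 8 arrays give as many calls was counted over 35 divisions. Against control, 1 of 35 reached the count on day 4 after 6.7 Gy, 1 on day 7 after 6.7 Gy, 1 on day 4 after 7.4 Gy and 1 on day 7 after 7.4 Gy, in each case the real one. The highest other counts were 4, 6, 5 and 4; the 6 came from a division that keeps slides whole. Chance can be excluded for these counts where arrays of 1 slide are taken as independent. On day 7 after 6.7 Gy each array shared its slide with a control. Only 8 divisions are possible within the slides, so no share under 0.05 can be had; paired by slide, limma called 1 probe and 1 of the 8, the real one, had as many. Chance is thus not excluded for the 18 calls of that group once slides are paired. In the other 3 groups 2 slides were shared, and 12 divisions keep their arrays apart, of which 1 reached the count, a share of 0.0833 and the smallest possible. Slide as a block in the model of all arrays gave 849, 790 and 323 calls there, where that model without the block gave 566, 762 and 366. The same limit holds for the counts of lists that follow. Calls on the fixed list reached the real count in 1 of 35 divisions in each of the 4 groups, but the study chose that list partly on these arrays in the real division, so this says nothing about chance. For camera's list calls, 1 of 35 divisions reached the count on day 4 and 1 on day 7 after 6.7 Gy, but 3 on day 4 and 3 on day 7 after 7.4 Gy, so chance cannot be excluded for the number of lists called after 7.4 Gy. The real division gave the smallest p of all 35 for 3 of 12 called lists on day 4 and 3 of 9 on day 7 after 6.7 Gy, and for 3 of 12 and 2 of 10 after 7.4 Gy (exact p of 0.0286, the smallest possible). G2/M and mitosis on day 7 was among them after both doses, and TNF and NF-kB targets were not. Between doses limma called 0 probes on day 4 and 0 on day 7, so every division, 35 of 35 and 35 of 35, gave as many, and these divisions decide nothing about the doses; the unadjusted counts with 2-fold were 78 and 207, and the methods' t-test called 0 and 0.

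The day 4 calls were weighed against technical explanations. A detection floor that differs between slides is argued against by calls among probes well above background on all arrays. There were 381 and 500 at the lower and the higher dose, of which 304 and 404 were among the calls over all tested probes. Slide as a batch is argued against by 849 and 790 calls with slide as a block, in a model of all arrays that gave 566 and 762 without it. No single array carried the result, since the lowest counts with 1 array left out were 235 and 295, both without control replicate 2. Controls that were themselves unusual are argued against as the whole cause. The probes called at one dose were followed between day 4 and day 7 at the other dose, where neither the controls nor the arrays that made the calls enter. They moved back by a median of -0.637 log2 (calls at 6.7 Gy, followed at 7.4 Gy) and -0.815 (calls at 7.4 Gy, followed at 6.7 Gy), where the day 4 changes had medians of 1.365 and 1.331. Of 35 divisions of those 8 arrays, 1 in each case, the real one, gave a median as large (exact permutation p of 0.0286, two-sided). Unusual controls remain open for part of the calls. Position on the slide is argued against as the whole cause at both doses and stays open for part of the calls. After 6.7 Gy, the 2 arrays at the controls' position gave 38 calls against control, too few to decide, and position as a block left 140. The 559 probes with the smallest p among those past 2-fold between the arrays at position 2 and 2 controls were then followed in the arrays at position 1 against the other 2 controls. Averaged over the 6 choices of controls, their median change was 0.914 log2, which is 0.671 of that at position 2 (SD 0.088), and the lowest with a single array was 0.75. Position alone would give 0, and the largest median between 2 controls was 0.153. A first limit, that the share less 2 SD exceed 0.5, was narrowly missed (0.496) and was replaced after the value was seen. For 7.4 Gy, within the 6.7 Gy day 4 group, the arrays at position 2 lay further in the direction of the 7.4 Gy change than those at position 1 by 0.147 of its median (SD 0.054 over arrays left out), with medians of 1.28 and 1.07 log2 against a change of 1.33. Those arrays also differ in slide. With these explanations in part open, a response to irradiation is not shown to be the only cause.

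FABP6, which rose after 6.7 Gy, is a gene of the ileum, and a more distal stretch of bowel in the irradiated animals is a candidate explanation for its rise. A score of 6 distal minus 12 proximal genes, with FABP6 itself left out, was higher than in controls (-1.60 ± 0.66, SD, n = 4) by 0.895 on day 4 after 6.7 Gy, 0.868 on day 4 after 7.4 Gy and 1.63 on day 12 after 6.7 Gy. Exact permutation tests (two-sided) gave p of 0.114, 0.057 and 0.067, each 0.2 after Benjamini-Hochberg adjustment over the 6 groups. The smallest p possible was 0.029 on day 4 and 0.067 on day 12. In these groups 3 of 4, 3 of 4 and 2 of 2 arrays lay above all controls. The differences were 1.34 on day 12 after 7.4 Gy and 0.396 and 0.075 on day 7. A different site of sampling and a change of expression at the same site cannot be told apart with these arrays, because the labels give no position along the bowel. The jejunum also expresses most genes of both lists: 7 of 9 distal genes and 12 of 12 proximal genes on the array were well above background on every array of some group.

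The counts here were 18 on day 7 and 2 on day 12 after 6.7 Gy. Both are lower than the values quoted from the study above. The counts were 81 on day 7 and 1 on day 12 after 7.4 Gy. Both are lower than the values quoted from the study above.

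Several recipes were then tried, after the study's counts had been read, to see where such a difference could arise. The methods' t-test with correction over the probes past 2-fold alone gave 767 calls (477 up-regulated and 290 down-regulated) and 643 (457 and 186) on day 4 at the lower and the higher dose, and 417 (162 and 255) on day 7 after 7.4 Gy. The methods' t-test with no correction on all probes with 2-fold gave 560 (205 and 355) on day 7 after 6.7 Gy, 409 (155 and 254) on day 12 after 6.7 Gy and 488 (248 and 240) on day 12 after 7.4 Gy. These 6 counts lie close to the values quoted from the study above, or equal them. No recipe did so in all 6 groups: the first gave 204, 0 and 0 in the other groups, and the last gave 1077, 1343 and 788. The methods' t-test corrected over all probes (75, 0, 0, 172, 5 and 0) or over the tested probes (155, 0, 0, 301, 21 and 0), the methods' t-test uncorrected on the tested probes (902, 354, 290, 1097, 656 and 363) and limma with its alternatives came less close in most groups; a stricter uncorrected limit was also tried and is not reported. That the correction differed between groups is a hypothesis reached by trying recipes until counts came close. It was not tested further. The study provides its gene lists with fold changes and P values, and these were not set against the recipes.

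How far uncorrected counts stand above chance was tested for the later days. On day 7, 11 of 35 divisions after 6.7 Gy and 9 of 35 after 7.4 Gy had as many probes past 2-fold with no correction as the real ones (560 and 788), with medians of 359 and 329.5 in the others and highest counts of 2217 and 2367. On day 12, 5 of 15 after 6.7 Gy and 4 of 15 after 7.4 Gy did (409 and 488, against medians of 310.5 and 243.5), and 15 divisions cannot give a share under 0.05. Chance can therefore not be excluded for the uncorrected counts on days 7 and 12.

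The labels and the text that describes the treatment differ in the last time point; day 12 is the one in the sample titles and is used throughout. A test of dose on genes called after 1 dose only was not run beyond the comparisons of doses above.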
